A study of Homo sapiens with 1 sample. Its data were reported in "ZSTK3744, a Novel Aryl Hydrocarbon Receptor Agonist, Exhibits Efficacy against Chemotherapy-Resistant Triple-Negative Breast Cancer" (2026).

How the data were processed

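Gene expression was measured in MDA-MB-468 (MM468) cells, an established human cell line derived from triple-negative breast cancer, after exposure for 6 hours to DMSO, the solvent used as vehicle. Per the labels, 250 ng of total RNA was converted into labeled cDNA and hybridized to a Clariom S array, a gene-level array in which several short probes report on each gene. A single sample with a single array was analyzed, and its group was taken from its title. The series text describes a comparison of parental cells with derivatives made resistant to adriamycin or paclitaxel, and the study describes treatment with ZSTK3744. Arrays of resistant or ZSTK3744-treated cells were not analyzed here, so no comparison between groups was made, no test was run between samples, and no P value, SD, or fold change is given.

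The authors deposited log2 expression values that had been normalized by the robust multi-array average (RMA) method, in which probe signals are corrected for background, brought to a common distribution over the arrays processed together, and summarized per probe set. The software version, the arrays normalized with this one, and the scanner files were not given in the sources used here. The table held 24351 probe sets with values from 2.01 to 17.99. A total of 312 values exceeded 16, the largest log2 value that a 16-bit scanner signal can reach, so the scale had been stretched by a step that the sources do not name, and a difference of 1 on it need not be a doubling of RNA. RMA also compresses differences near background. The array has no read depth, and the number of arrays limits the precision.

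Gene names came from the platform annotation. It named 17709 probe sets, each with 1 symbol, and all 17709 gene identifiers were found in the NCBI RefSeq gene table of GRCh38.p14, which changed 0 symbols. The other 6642 probe sets, controls included, were unnamed here. Probe sets of the same gene were averaged for the 20 genes that had several, which left 17687 genes. Renamed genes of the study lists were matched by RefSeq accession. The build behind the platform annotation was not given, so the RefSeq table was used for names and for the order of neighboring genes only, and no coordinates are printed.

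A gene was called above background when its value exceeded the 95th percentile of the 349 olfactory receptor genes on the same array. These genes are silent in most tissues, and 5% of them pass by construction. The limit was 4.89. Other limits were the 99th percentile of the same genes (6.14), the 95th percentile of 133 genes of the TAS2R, KRTAP, and DEFB families (6.55), and the 95th percentile of 23 antigenomic control probe sets, which match no human sequence (7.11). These limits, the 20 gene lists, and the named genes were fixed before the data were examined. Limits from 11 antigenomic sets with 8 to 18 GC bases (3.67) and from 612 negative control probe sets (7.34) were added afterward. Because probe sets differ in affinity, no gene was ranked against another. For each list, the median was placed among the medians of 10000 random lists of the same size drawn from all 17687 genes, as a description of this array. Values of genes with near-identical copies (tubulins, histones, keratins, HSP90, HLA, and sulfotransferases) can include signal from the copies.

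The rule for named genes fixed 33 symbols, of which 26 were measured here, plus the members on the smaller side of the limit in each list where they were 5 or fewer. Other list members named as examples were chosen after their values were seen. In all, 218 of 251 list entries were measured, and the others were not analyzed here. The call was tested on simulated data with 17687 genes drawn from the olfactory receptor values. In this test, 5.07% of silent genes were called, a share fixed by drawing them from the values that set the limit, as were 31.0% of 200 genes shifted by 1, 85.5% of those shifted by 2, and 100% of those shifted by 4 on the log2 scale. Among genes of other silent families, which did not set the limit, 24.1% of 133 exceeded 4.89, so the share of silent genes called can be well above 5%. Of 200 random lists, 8.5% fell under the 5th or over the 95th percentile. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9.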

Results

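A gene expression profile of vehicle-treated MM468 cells was obtained to provide the baseline against which the response to ZSTK3744, an aryl hydrocarbon receptor (AhR) agonist, was to be read. The data comprised a single Clariom S array of cells exposed to DMSO for 6 hours (n = 1), so no value below has a replicate error. Values are log2 RMA values. Of the 17687 named genes, 11695 (66.1%) exceeded the background limit of 4.89 set by the olfactory receptor genes, and 8579 (48.5%) exceeded the stricter limit of 7.11 set by the antigenomic control probe sets. The 349 olfactory receptor genes had a median of 3.56, whereas all named genes had a median of 6.89. Genes between the limits are described as weakly above background, since their call depends on which limit is used. Likewise, genes given as at background with values above 3.67 exceeded the limit of the antigenomic controls of middle GC. That limit was exceeded by 15301 named genes (86.5%), and the upper quartile of the olfactory receptor genes (3.99) lay above it. Passing it alone thus does not mark a gene as expressed.

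**Figure D1:**
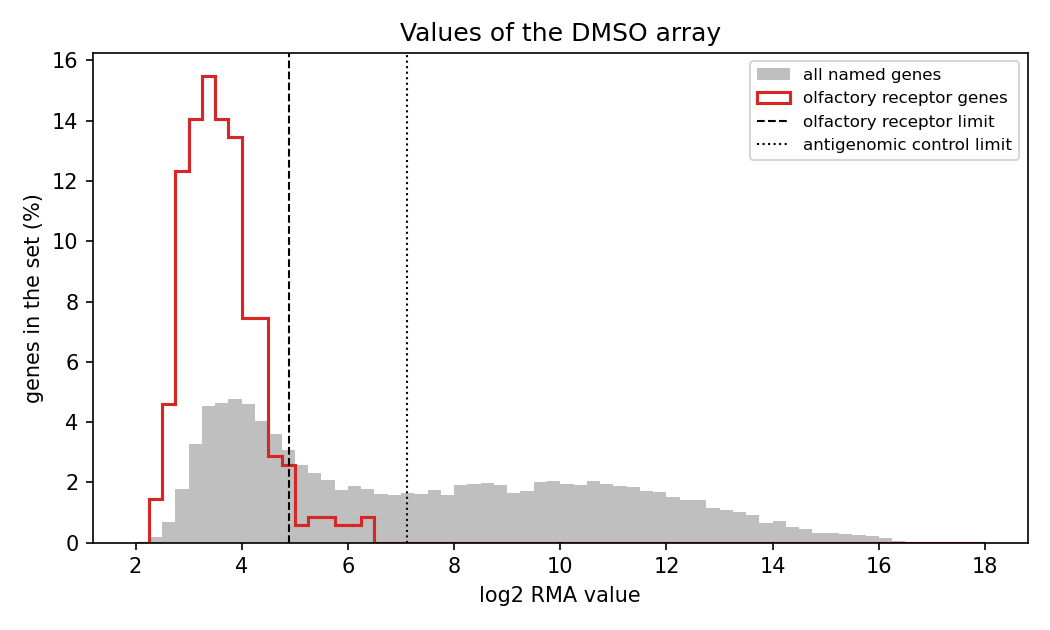
Distribution of log2 RMA values (x axis) as the percentage of genes in each set (y axis, bins of 0.25), for all 17687 named genes (gray) and the 349 olfactory receptor genes (red outline) of the DMSO array. The dashed line marks the olfactory receptor limit of 4.89 and the dotted line the antigenomic control limit of 7.11. The olfactory receptor genes lie between 2.33 and 6.47.

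Expression of the AhR machinery was examined first, because the study addresses a compound that acts through this receptor. All 5 measured members of the receptor complex exceeded both limits. AHR, the ligand-binding receptor, was measured at 16.08 and ARNT, its nuclear partner, at 11.51. The chaperones that hold the unliganded receptor were also above both limits, with HSP90AB1 at 16.37, HSP90AA1 at 15.15, and PTGES3 at 14.05. The median of the list (15.15) exceeded those of all 10000 random lists. That median is the value of the chaperone HSP90AA1, so this rank does not describe AHR and ARNT alone. The array gives a single value for ARNT and does not separate its isoforms.

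Genes that AhR is known to induce were above the background limit in 7 of 7 measured cases without agonist. CYP1B1, a cytochrome P450 that oxidizes xenobiotics and estrogens, was measured at 12.26. TIPARP, an ADP-ribosyltransferase that feeds back on AhR, was measured at 10.34, and CYP1A1, the classic AhR-induced P450, at 8.04. The broader detoxification genes NQO1 (11.74) and NFE2L2 (12.46) also exceeded both limits. CYP1A2 (5.49) and ALDH3A1 (5.97) were only weakly above background. The list median of 10.34 exceeded that of 92.9% of random lists. NQO1 and NFE2L2 are also controlled by oxidative stress.

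Sulfotransferases, which conjugate drugs and activate some AhR ligands, were mostly at background. Of 7 measured members, 3 exceeded the limit. SULT2B1 (9.66) and SULT1A1 (7.91) exceeded both limits, SULT1E1 (6.70) was weakly above background, and SULT1B1, SULT1C2, SULT1C4, and SULT2A1 were measured at 3.77, 4.33, 3.01, and 4.21. The list median (4.33) exceeded that of 7.77% of random lists, and the members above background exceeded 27.6% of lists drawn from genes above background. The limit of 3.67 from antigenomic controls of middle GC was exceeded by 6 of 7 members, compared with 86.5% of all named genes.

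The parental state of drug resistance genes was then considered, as the series text describes derivatives resistant to adriamycin or paclitaxel. ABCB1, the P-glycoprotein efflux pump, was not above background in these parental cells (4.74), nor were ABCG2 (4.57) and ABCC2 (3.97). Of 11 measured efflux transporters, 8 exceeded the limit of 4.89 but only 4 exceeded 7.11, namely ABCC3 (7.96), ABCC4 (8.69), ABCC5 (7.26), and ABCC10 (7.24). ABCC11 (5.13), ABCB4 (5.19), ABCA2 (5.52), and ABCA3 (5.99) were weakly above background. NNMT, a nicotinamide methyltransferase associated with chemoresistance, was at background (3.63). The calls of ABCB1 and ABCG2 depended on the limit. All 11 transporters exceeded the middle-GC limit of 3.67, as did 86.5% of all named genes.

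In contrast, a list built around the molecular targets of the chemotherapeutic agents was mostly above background. Of 13 measured genes, 12 exceeded the background limit, and the list median (12.81) exceeded those of all 10000 random lists. That median is the value of MAP4. MAP4, a microtubule-associated gene, and the alpha-tubulin genes on the list do not encode the beta-tubulin that paclitaxel and eribulin bind. TOP2A, the topoisomerase poisoned by adriamycin, was measured at 14.51. Among the beta-tubulins, TUBB was measured at 16.28 and TUBB4B at 15.25. The alpha-tubulin TUBA1B was measured at 17.52. TUBB1, a tubulin of platelets, was the exception (3.49), and TUBB2B was weakly above background (5.17). Tubulin genes are similar in sequence, so their values are not fully separate.

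Hormone receptor genes were at background, whereas receptor tyrosine kinases were expressed. ESR1 (3.60), ESR2 (3.02), and PGR (2.71), which encode the estrogen and progesterone receptors, did not exceed the limit. EGFR was measured at 15.00, MET at 14.21, FGFR2 at 10.26, ERBB3 at 10.01, and IGF1R at 9.56. ERBB4 (6.57) and FGFR1 (6.41) were weakly above background. The list as a whole was unremarkable, with a median of 8.06 that exceeded 70.7% of random lists.

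The cells carried both basal and luminal keratins and an epithelial junction program. All 7 measured basal genes exceeded the limit, including KRT5 (16.25), KRT16 (13.69), and KRT14 (10.90), and MIA (6.50) was weakly above background. Of 13 measured luminal genes, 11 exceeded the limit, including KRT8 (16.24), KRT19 (16.08), and KRT18 (14.91). The estrogen-responsive trefoil genes TFF1 (3.20) and TFF3 (4.13) were the members at background, TFF3 not by the middle-GC limit. All 9 measured junction genes exceeded both limits, with EPCAM at 16.10 and E-cadherin (CDH1) at 9.97. The median of the junction list (13.05) exceeded that of 9999 of 10000 random lists, compared with 96.3% for the basal and 91.2% for the luminal list. With both the members and the draw restricted to genes above background, the figures were 99.92%, 86.1%, and 92.0%. The order of the basal and luminal lists thus depended on this choice.

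Mesenchymal genes were mostly at background. Of 12 genes, 5 exceeded 4.89 and 3 exceeded 7.11, namely VIM (9.26), FN1 (8.54), and S100A4 (7.53). TWIST1 (5.49) and ACTA2 (5.82) were weakly above background, whereas N-cadherin (CDH2, 3.49), SNAI2 (3.92), and ZEB1 (4.86) were not above it. The list median (4.68) exceeded that of 7.13% of random lists, or 17.1% when both the members and the draw were restricted to genes above background. The middle-GC limit of 3.67 was exceeded by 11 of 12 genes, compared with 86.5% of all named genes.

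Genes listed as markers of other cell types were at background in most cases, and the purity of the culture was not tested. Among 11 leukocyte markers, 5 exceeded 4.89, and CSF1R (8.24) and CD68 (8.15) exceeded 7.11. NKG7 (6.90), CD79A (6.36), and CD3E (5.29) were weakly above background, whereas the pan-leukocyte gene PTPRC (4.48) was not above it. Among 11 stromal and vascular markers, COL1A2 (8.26) exceeded both limits, VWF (5.44) and PDGFRA (5.24) were weakly above background, and 8 were at background, COL1A1 (4.49) and PECAM1 (4.19) among them. Of 9 markers of other tissues, 4 exceeded 4.89 (GCG at 6.13, APOA1 at 5.48, MYH7 at 5.13, and SYP at 5.10) and 0 exceeded 7.11. The medians of these lists exceeded 8.01%, 2.52%, and 13.3% of random lists, respectively, and the last value was 0.24% when both the members and the draw were restricted to genes above background. With the middle-GC limit of 3.67, 8 leukocyte markers, 8 stromal and vascular markers, and 9 markers of other tissues exceeded background. The same limit was exceeded by 86.5% of all named genes.

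Proliferation genes were expressed throughout. All 20 cell cycle genes exceeded both limits, with values from 10.15 to 15.61, and the median of 13.05 exceeded those of all 10000 random lists. MKI67, a marker of cycling cells, was measured at 13.40. All 15 measured apoptosis genes exceeded 4.89, and all but CASP9 (6.55) exceeded 7.11. Among the PI3K catalytic subunits, 5 of 7 exceeded the limit. PIK3CB (11.29), PIK3C2A (11.43), and PIK3C3 (7.79) exceeded both limits, PIK3CD (5.76) and PIK3C2B (5.76) were weakly above background, and PIK3CG (3.86) and PIK3C2G (3.45) were at background, PIK3CG not by the middle-GC limit.

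To check the identity of the cells, genes known to be deleted in MM468 were inspected. RB1, the retinoblastoma tumor suppressor, was at background (4.62) by the olfactory receptor limit and the stricter limits, but above the middle-GC limit of 3.67. SMAD4, a mediator of TGF-β signaling, was weakly above the olfactory receptor limit (5.48) but below the stricter limits of 6.14, 6.55, and 7.11. All 9 measured reference genes exceeded both limits, with GAPDH at 17.09 and ACTB at 14.31, and their median (15.07) exceeded those of all 10000 random lists.

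**Figure D2:**
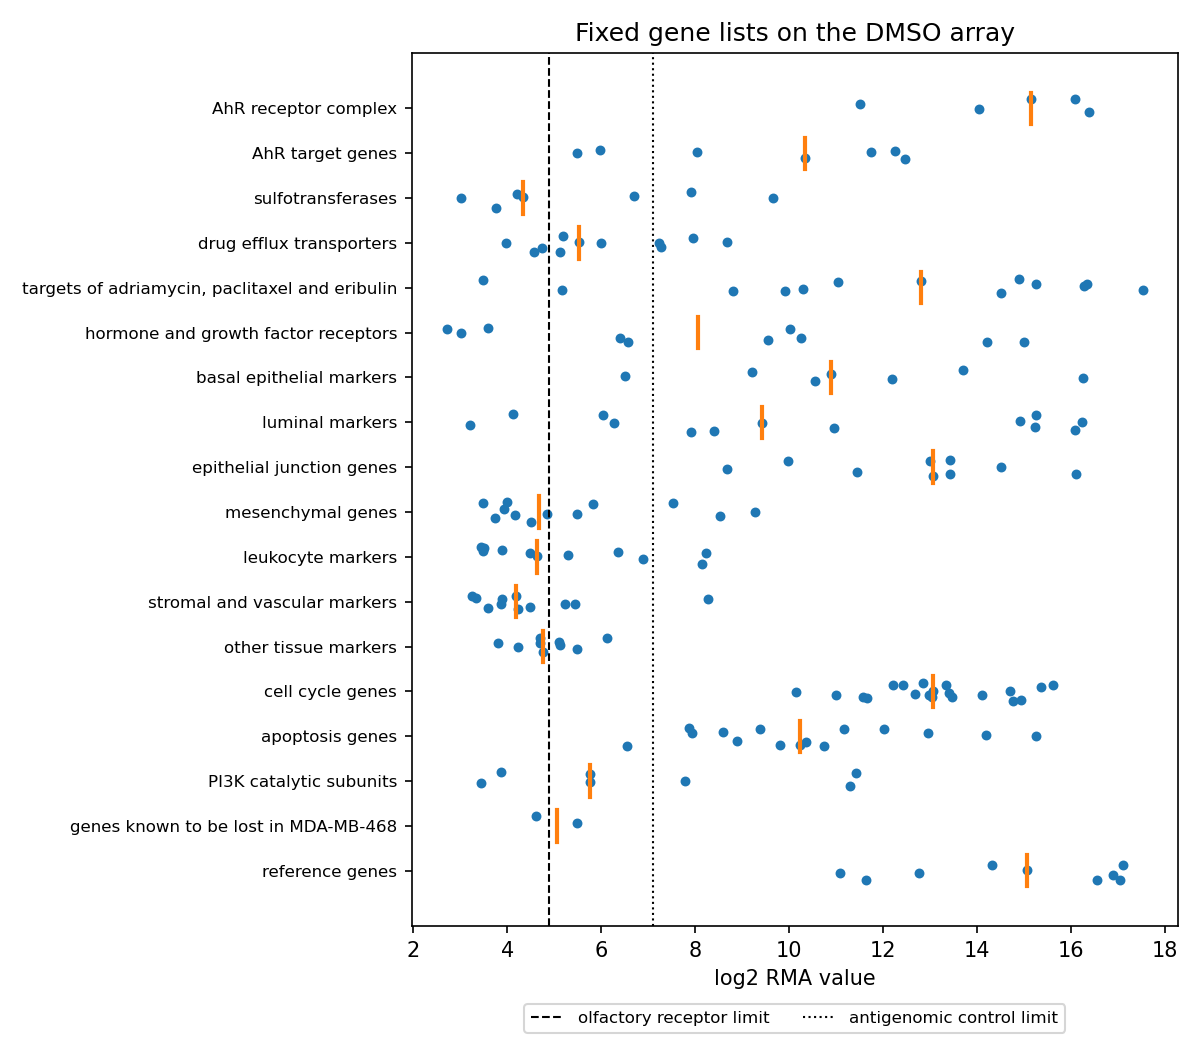
Log2 RMA values (x axis) of the measured members (blue points) of 18 fixed gene lists (y axis) on the single DMSO array, with the list median as an orange bar and vertical scatter added for legibility. The dashed and dotted lines mark the limits of 4.89 and 7.11. All 20 cell cycle genes lie to the right of both lines, and 8 of 11 stromal and vascular markers lie to the left of the dashed line.

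Finally, the baseline of the genes that the study listed as most changed by ZSTK3744 was examined. These lists were chosen by the study on this array experiment and are not independent evidence of a direction. A gene near background has little room to fall. High DMSO values in the lowered list thus follow in part from how the list was chosen. The raised list shares 3 members with the AhR target list and 1 with the apoptosis list. All 20 genes of the lowered list exceeded both limits in DMSO-treated cells, with a median of 9.69 and a range from 7.62 to 14.51. These included the histone genes HIST1H2BM (14.51), HIST1H3G (12.66), and HIST1H1D (11.32), the mitotic kinesin KIF18A (13.06), and the receptor tyrosine kinase-like gene ROR1 (12.45). Of the 20 genes of the raised list, 19 exceeded 4.89 but only 11 exceeded 7.11, with a median of 7.81. SNAI1, a transcription factor of epithelial-mesenchymal transition, was the member at background (4.34). All 20 exceeded the middle-GC limit of 3.67, as did 86.5% of all named genes. The stress-response genes ATF3 (6.86) and DDIT3 (6.28), the EGFR ligand gene HBEGF (6.72), and MAFF (6.73) were weakly above background. The medians exceeded those of 97.4% and 71.9% of random lists for the lowered and raised list, respectively. When both the list members and the draw were restricted to genes above background, the figures were 67.2% for the 20 members of the lowered list and 7.66% for 19 members of the raised list, without SNAI1. In the full lists, the lowered median exceeded the raised median by 1.88. That difference was larger than in 8302 of 10000 random pairs of lists. The pairs were drawn from all named genes, those at background included, and were not redrawn from genes above background. Since the lists were also chosen on this experiment, the rank of the difference decides nothing.

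**Figure D3:**
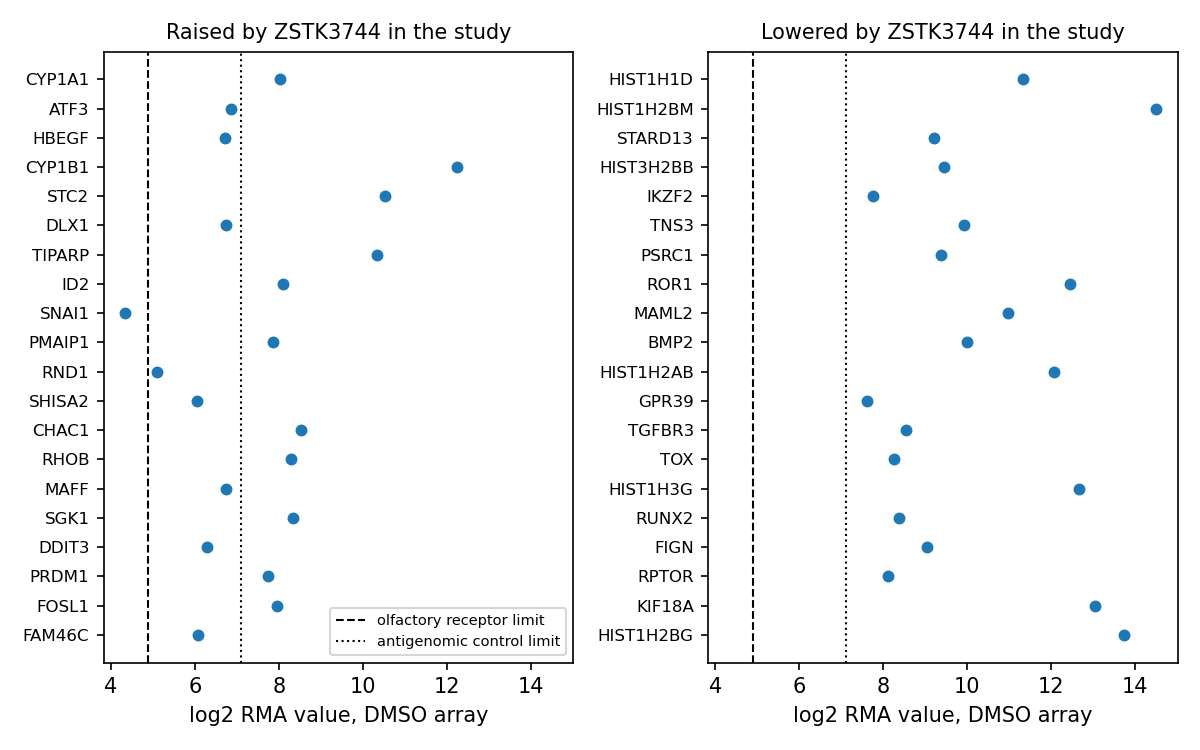
Log2 RMA values on the single DMSO array (x axis) of the 20 genes that the study listed as raised (left) and the 20 listed as lowered (right) by ZSTK3744, in the order of the study. The dashed and dotted lines mark the limits of 4.89 and 7.11. All 20 points of the right panel lie beyond both lines, compared with 11 on the left.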

Values the study reported

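The study compared DMSO with 1 μmol/L ZSTK3744 on DNA microarrays of MM468 cells. It reported log2 ratios of 7.80 for CYP1A1, 3.93 for CYP1B1, 3.38 for TIPARP, and 3.24 for SNAI1. Among the lowered genes, it reported log2 ratios of −4.10 for HIST1H1D and −4.03 for HIST1H2BM.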

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

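The test of GC content in this part was chosen after the values were seen. Control probe sets and unnamed probe sets are not part of the gene comparisons, and more than the nominal 5% of each class exceeded the olfactory receptor limit of 4.89. The shares were 52.2% of 23 antigenomic control sets, 25.2% of 612 negative control sets, and 14.3% of 63 ERCC sets, which detect synthetic spike-in RNA. They were 58.2% of 555 sets for unmapped transcripts and 53.9% of 3188 gene-level sets with no gene name here.

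The antigenomic controls, which match no human sequence, split by the number of GC bases in their probes. All 12 sets with fewer than 8 or more than 18 GC bases exceeded the limit, with values from 5.70 to 8.31, whereas 0 of the 11 sets in between did, with 3.92 as the highest. Spearman's rho between the value and the distance from 14 GC bases was 0.89 over the 23 sets, which are not independent replicates. GC content is a candidate explanation for the high limit of 7.11, drawn from and tested on the same values. The number of probes behind each control set was not examined, and no biological explanation was tested. Whether gene probe sets of extreme GC content share this shift stays open, because probe sequences were not used here.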

How the results depend on the processing

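No paired analysis was possible because a single array was analyzed. The limits from antigenomic controls of middle GC and from negative controls were chosen after seeing the data. The count of all genes stayed within 1.5-fold of the main 11695 under every limit (8340 to 15301), and averaging against the highest probe set of a gene moved 0 of 21 counts past that margin. Probe sets with several symbols were not run as an alternative, since there were 0. Lists of weakly expressed genes depended on the limit. Under the 99th percentile of olfactory receptors, the other silent families, and the antigenomic controls alike, the counts fell to 4 efflux transporters, 3 mesenchymal genes, 1 stromal or vascular marker, 0 markers of other tissues, 3 PI3K subunits, and 0 of the deleted genes. Negative controls gave the same counts except for 2 efflux transporters. Leukocyte markers fell to 3 with the other families and to 2 with antigenomic or negative controls, and the raised list fell to 11 with either control. With antigenomic controls of middle GC, the counts were 6 sulfotransferases, 11 mesenchymal genes, 8 leukocyte markers, 8 stromal or vascular markers, 9 markers of other tissues, and 2 deleted genes. That limit was exceeded by 86.5% of all named genes. Restricting both the list members and the random lists to genes above background moved the percentile of the raised list from 71.9 to 7.66 and that of the lowered list from 97.4 to 67.2. It also moved the percentile of 14 other lists, of which 10 became lower. Those that moved by more than 1.5-fold were sulfotransferases (7.77 to 27.6), efflux transporters (25.9 to 2.65), mesenchymal genes (7.13 to 17.1), markers of other tissues (13.3 to 0.24), PI3K subunits (33.4 to 21.1), and the deleted genes (19.7 to 8.52). Of the 26 named genes, 2 (ABCC11 and SMAD4) lost their call under some limit and 3 gained one under the middle-GC limit, which ABCB1 exceeded by 1.07, RB1 by 0.95, and ABCG2 by 0.91. The changes in counts follow from the position of the limit. Signal over background limits the lists near 4.89, and a single array gives no error for any value.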

Other observations

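The tests, gene families, genes and regions in this part were chosen after the values were seen, from 48 groups of genes with a shared symbol prefix and 5 regions that were looked through. Gene families outside the fixed lists differed in how many members exceeded background. Of 39 proteasome subunit genes, 37 exceeded the limit of 4.89 and 36 exceeded 7.11, as did 40 and 39 of 41 NADH dehydrogenase subunit genes. Of 10 metallothionein 1 genes, whose proteins bind zinc and copper, 9 exceeded both limits, with MT1HL1 (3.65) as the exception and a median of 14.17, although their sequences are alike. All 4 measured HLA class I genes exceeded both limits (median 12.16), whereas 2 of 10 class II genes exceeded 4.89 and 0 exceeded 7.11. Of the homeobox clusters, all 6 measured HOXC genes exceeded 4.89, compared with 1 of 8 HOXB, 2 of 8 HOXD, and 0 of 2 HOXA genes. The stricter limit of 7.11 was exceeded by 3 HOXC, 1 HOXB, 0 HOXD, and 0 HOXA genes. Of 10 MAGEA genes, which are normally restricted to testis, 7 exceeded 4.89 and 4 exceeded 7.11, with a median of 5.97. MAGEA2 (14.09), MAGEA3 (13.78), and MAGEA6 (13.84) were among the 4, and near-identical copies cannot be separated. Of 51 cytochrome P450 genes, 22 exceeded 4.89 and 11 exceeded 7.11.

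The AhR target genes had a median of 10.34 in cells that had received no agonist. Of 10000 random sets of 7 negative control values, 0 had a median as high, but this follows from the call of the members above the limit of 7.34, so the test decides nothing about array background. All 7 members lie within the range of the negative controls, which reach 12.99, whereas 2 lie within that of the olfactory receptor genes (highest 6.47) and 3 within that of the other silent families (highest 10.12). A candidate explanation is basal AhR activity in culture, but no biological explanation was tested, because arrays with AhR blocked or removed were not analyzed here.

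Chromosomal order was taken over the protein-coding genes measured here, so genes that were not measured were skipped. In this order, the 5 genes that follow EGFR had high values, including LANCL2 (16.74), VOPP1 (15.69), MRPS17 (14.34), and ZNF713 (12.31), with SEPTIN14 (3.62) as the exception. Their median of 14.34 was matched by 0.158% of 17133 windows of 5 neighboring genes, but this window was picked after its values were seen, so chance position cannot be told apart from a shared influence on these genes. EGFR is known to be amplified in this line, and a shared gain of copy number is a candidate explanation that was not tested, as DNA copy number was not measured here. The 5 measured genes before EGFR had a median of 5.18, with 3 above the limit. The windows were set by number of genes, not by distance, so they do not compare equal reach on both sides. A silent gene can also lie within a gain. A gain reaching equally far on both sides thus cannot be told apart from one that does not. A first criterion, a median under the mean of all windows (7.30), would have argued against such a gain. It was replaced after its result was seen, because a silent gene can lie within a gain.

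RB1 (4.62) and the next 3 measured genes in order, LPAR6 (4.11), RCBTB2 (4.54), and CYSLTR2 (3.91), were all at background, between ITM2B (14.40) and FNDC3A (9.43). Such runs of 4 genes made up 4.87% of all windows. Next to SMAD4 (5.48), ELAC1 (4.42) was at background, whereas ME2 (12.09) and MEX3C (8.89) were not.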
